# Comparative transcriptomics reveals unique pine wood decay strategies in the *Sparassis latifolia*

**DOI:** 10.1038/s41598-022-24171-z

**Published:** 2022-11-18

**Authors:** Chi Yang, Lu Ma, Donglai Xiao, Xiaoyu Liu, Xiaoling Jiang, Yanquan Lin

**Keywords:** Cell biology, Microbiology, Molecular biology

## Abstract

*Sparassis latifolia* is a valuable edible mushroom, growing on fresh pine wood sawdust substrate. However, the mechanistic bases are poorly understood. The gene expression profiles of *S. latifolia* were analyzed from submerged cultures with fresh pine wood sawdust substrate for different time (0 h, 1 h, 6 h, 1 day, 5 days, and 10 days, respectively). The total number of differentially expressed genes (DEGs) identified under pine sawdust inducing was 2,659 compared to 0 h (CK). And 1,073, 520, 385, 424, and 257 DEGs were identified at the five time points, respectively. There were 34 genes in common at all inoculated time points, including FAD/NAD(P)-binding domain-containing protein, glucose methanol choline (GMC) oxidoreductase, flavin-containing monooxygenase, and taurine catabolism dioxygenase. Weighted gene co-expression analysis (WGCNA) was then used to compare the molecular characteristics among the groups and identified that the blue module had the highest correlation with the time induced by pine wood sawdust. There were 102 DEGs out of 125 genes in the blue model, which were most enriched in nitronate monooxygenase activity, dioxygenase activity, and oxidation–reduction process GO terms (p < 0.05), and peroxisome in KEGG pathway. This may provide clues into mechanisms that *S. latifolia* can grow on fresh pine wood sawdust substrate.

## Introduction

Biodegradation of woody biomass is largely dependent on basidiomycetous fungi^1,2^. One major degraders of forest biomass is brown rot fungi^2^. Wood is degraded by brown-rot fungi using both enzymatic and non-enzymatic processes^3^.

It is generally believed that wood-decaying fungi have substrate specificity that defines their ecological niche^4^. The mechanisms by which fungi grow on a specific substrate are crucial to understanding both the ecology of fungi and the industrial applications of different feedstocks, such as cultivation of edible mushrooms. Pine trees are a common coniferous group of trees that have a significant ecological and economic significance throughout the world. Sawdust from pine trees, however, is not commonly used since most fungi cannot thrive directly on coniferous wood because of the rosin present in pine trees^5^.

*Sparassis latifolia* is a brown-rot fungus that grows primarily on the stumps or roots of coniferous trees^6,7^, which is the commonly cultivated *Sparassis* species in China^8^. A previous study^9^ investigated the potential of producing liquid spawn of *S. latifolia* by submerged fermentation under controlled conditions. It evaluated its ability to colonize on pine sawdust substrate. It was discovered that the transcript levels of genes encoding glycoside hydrolases were mainly governed by carbon source type, while genes involved in hemicellulose degradation were mostly up-regulated^10^. However, the mechanism of pine wood decay by *S. latifolia* is still unclear.

In this study, we examined the gene expression of *S. latifolia* during pine wood decay processing. The sterilized pine sawdust was added into fresh broth cultured mycelia and cultured for 0 h, 1 h, 6 h, 1 day, 5 days, and 10 days, respectively. We found that many of the genes involved in known or predicted functions in wood decay were differentiated expressed, with 34 genes (including 17 up-regulated and 17 down-regulated genes) in common at all inoculated time points. Weighted gene co-expression analysis (WGCNA) identified that the blue module had the highest correlation with the time induced by pine wood sawdust, in which 102 DEGs out of 125 genes were most enriched in nitronate monooxygenase activity, dioxygenase activity, and oxidation–reduction process GO (gene ontology) terms, and peroxisome in KEGG pathway.

## Results

### RNA sequencing and mapping

To investigate the profile of gene expression during pine sawdust inducing (PSI), samples with three biological replicates were submitted for RNA-Seq. We totally obtained 71.91 Gb clean data after RNA sequencing for 18 samples with at least 3.38 Gb clean data for each sample. 

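RNA was sequenced from mycelium of S. latifolia grown in liquid medium, to which sterilized fresh pine sawdust was added at different times before a common harvest. The groups were CK, with no time of PSI, and 1, 6, 24, 120 and 240 h of PSI, here called 1h, 6h, 1d, 5d and 10d. Each group had 3 libraries. Table 1 gives 11292773 to 15632077 clean reads per library, and the group medians ran from 12389483 in CK to 15326678 in 1h. The deposited table gives FPKM values made by the authors, one column per library, for 1100 genes. Of these, 985 carry the EVM identifiers of the genome and 115 are named as new genes. The table holds only part of the genes, and the lowest coefficient of variation of any gene over the 18 libraries was 0.203. Counts of DEGs therefore cover this part alone. The FPKM values of the Table S1 genes equalled those in the paper's table in 392 of 392 comparisons, with a relative tolerance of 1e-05. For the Table S3 genes they were equal in 415 of 415. From there, values were compared as log2(FPKM + 1) with limma, for the 1088 genes with an FPKM of at least 1 in at least 2 libraries. All 6 groups entered one fit and shared one estimate of the spread, because 4 groups kept only 2 libraries. The paper left out libraries of these groups for their correlation results, so this spread lacks their departures. SEs and adjusted p values of the 14 kept libraries may therefore be too small. A gene was called a DEG at an adjusted p under 0.01 and a fold change over 2, which are the paper's thresholds. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. FPKM values received no further scaling. The median log2 fold change of the tested genes at 10d was -0.44, and quantile normalization moved it to 0.02. This method gives all libraries one distribution of values, which by itself evens out such medians and the split of calls. Values are given first for the 14 libraries kept by the paper and then for all 18.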

And in each sample, more than 93.84% of bases score Q30 and above (Table 1). The mapping ratio varying from 94.38% to 95.03% (Table 2).

**Table 1:** Sequencing data Statistics.

Samples	Clean reads	Clean bases	GC content (%)	% ≥ Q30 (%)
CK-1	15,300,218	4,575,935,026	56.47	95.23
CK-2	11,582,063	3,464,275,068	56.38	95.29
CK-3	12,389,483	3,705,763,772	56.33	95.24
T-10d-1	12,786,507	3,815,880,670	56.59	94.07
T-10d-2	13,372,452	3,993,664,028	56.52	93.96
T-10d-3	13,205,631	3,943,933,782	56.55	94.04
T-1d-1	12,475,495	3,730,823,260	56.41	94.19
T-1d-2	12,285,065	3,666,475,380	56.44	93.84
T-1d-3	13,389,505	4,004,268,706	56.53	94.83
T-1h-1	14,400,608	4,302,919,064	56.30	94.55
T-1h-2	15,632,077	4,669,081,164	56.45	94.30
T-1h-3	15,326,678	4,578,054,414	56.56	94.28
T-5d-1	14,517,067	4,339,936,502	56.51	95.12
T-5d-2	11,292,773	3,375,518,776	56.53	95.09
T-5d-3	13,043,860	3,895,294,712	56.42	94.40
T-6 h-1	11,619,691	3,476,037,790	56.54	95.09
T-6 h-2	13,200,926	3,947,577,998	56.44	95.32
T-6 h-3	14,818,151	4,427,615,962	56.52	95.17

**Table 2:** Alignment results of each sample.

ID	Total reads	Mapped reads	Uniq mapped reads	Multiple map reads	Reads map to ' + '	Reads map to '−'
CK-1	30,600,436	29,044,147 (94.91%)	27,956,114 (91.36%)	1,088,033 (3.56%)	14,309,892 (46.76%)	14,390,683 (47.03%)
CK-2	23,164,126	21,999,812 (94.97%)	21,170,957 (91.40%)	828,855 (3.58%)	10,831,411 (46.76%)	10,893,389 (47.03%)
CK-3	24,778,966	23,512,915 (94.89%)	22,564,089 (91.06%)	948,826 (3.83%)	11,552,879 (46.62%)	11,635,737 (46.96%)
T-10d-1	25,573,014	24,203,888 (94.65%)	23,253,077 (90.93%)	950,811 (3.72%)	11,908,815 (46.57%)	11,994,367 (46.90%)
T-10d-2	26,744,904	25,242,211 (94.38%)	23,871,260 (89.26%)	1,370,951 (5.13%)	12,287,318 (45.94%)	12,474,309 (46.64%)
T-10d-3	26,411,262	24,982,441 (94.59%)	23,997,669 (90.86%)	984,772 (3.73%)	12,291,848 (46.54%)	12,380,030 (46.87%)
T-1d-1	24,950,990	23,583,112 (94.52%)	22,689,140 (90.93%)	893,972 (3.58%)	11,611,831 (46.54%)	11,681,768 (46.82%)
T-1d-2	24,570,130	23,212,566 (94.47%)	22,354,731 (90.98%)	857,835 (3.49%)	11,429,652 (46.52%)	11,502,280 (46.81%)
T-1d-3	26,779,010	25,375,908 (94.76%)	24,394,245 (91.09%)	981,663 (3.67%)	12,491,402 (46.65%)	12,574,385 (46.96%)
T-1h-1	28,801,216	27,239,764 (94.58%)	25,754,943 (89.42%)	1,484,821 (5.16%)	13,238,036 (45.96%)	13,428,258 (46.62%)
T-1h-2	31,264,154	29,588,505 (94.64%)	28,423,188 (90.91%)	1,165,317 (3.73%)	14,541,255 (46.51%)	14,632,378 (46.80%)
T-1h-3	30,653,356	28,986,961 (94.56%)	27,913,821 (91.06%)	1,073,140 (3.50%)	14,273,055 (46.56%)	14,350,090 (46.81%)
T-5d-1	29,034,134	27,550,568 (94.89%)	26,475,479 (91.19%)	1,075,089 (3.70%)	13,556,480 (46.69%)	13,649,129 (47.01%)
T-5d-2	22,585,546	21,424,342 (94.86%)	20,566,413 (91.06%)	857,929 (3.80%)	10,536,653 (46.65%)	10,615,840 (47.00%)
T-5d-3	26,087,720	24,674,712 (94.58%)	23,606,986 (90.49%)	1,067,726 (4.09%)	12,106,789 (46.41%)	12,212,529 (46.81%)
T-6 h-1	23,239,382	22,061,603 (94.93%)	21,251,399 (91.45%)	810,204 (3.49%)	10,870,912 (46.78%)	10,925,195 (47.01%)
T-6 h-2	26,401,852	25,089,074 (95.03%)	24,158,588 (91.50%)	930,486 (3.52%)	12,362,925 (46.83%)	12,421,200 (47.05%)
T-6 h-3	29,636,302	28,121,984 (94.89%)	27,061,825 (91.31%)	1,060,159 (3.58%)	13,845,390 (46.72%)	13,924,141 (46.98%)

### Differential gene expression and functional enrichment analysis

To further confirm the quality of RNA-seq, PCA and pearson correlation analysis were performed. Based on the correlation results for samples in Fig. 1A,B, CK-1, T-1h-3, T-1d-3, and T-5d-2 were excluded for further analysis. 

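EVM0005770 encodes a transporter of the major facilitator superfamily, a family that carries sugars and other small solutes across membranes. EVM0006142 carries hemopexin repeats, a fold best known from heme-binding proteins. EVM0000539 encodes a lipase, an enzyme that releases fatty acids from fats. These genes were picked after their values were seen, because a left-out library lay far from its kept partners. The FPKM of EVM0005770 was 437 ± 5.67 (SD, n = 2) in CK-2 and CK-3 and 138 in CK-1. In 5d the same gene was at 202 ± 4.45 (SD, n = 2) in T-5d-1 and T-5d-3 and at 35.0 in T-5d-2. EVM0006142 was at 130 ± 30.4 (SD, n = 2) in T-1d-1 and T-1d-2 and at 10.1 in T-1d-3. Its value was 82.3 ± 26.9 (SD, n = 2) in T-1h-1 and T-1h-2 and 15.4 in T-1h-3. The lipase gene EVM0000539 was at 1711 ± 13.1 (SD, n = 2) in CK-2 and CK-3 and at 4697 in CK-1. Over all 1100 genes, the mean Pearson r with the kept libraries of the same group was 0.956 for CK-1, 0.960 for T-1d-3, 0.962 for T-5d-2 and 0.977 for T-1h-3. Pairs of kept libraries of one group had an r between 0.987 and 0.996. T-5d-2 had an r of 0.963 with the mean of the kept 5d libraries and of 0.979 with that of the 10d libraries. CK-1 had its highest r with the kept CK libraries. Relative to the mean of its kept partners, CK-1 had 32 genes over 2-fold higher and 111 over 2-fold lower. These numbers were 7 and 52 in T-1h-3, 43 and 64 in T-1d-3, and 45 and 85 in T-5d-2. All these correlations are across genes, which are not independent replicates.

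**Figure D1:**
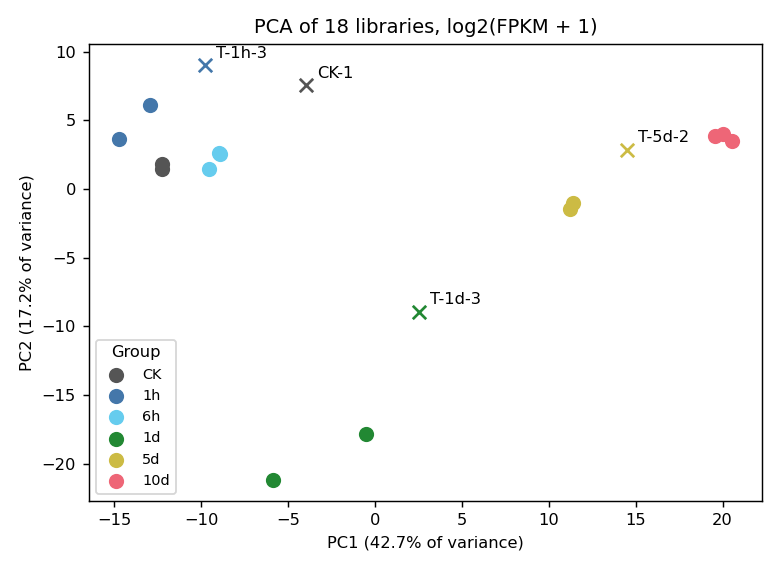
PCA of log2(FPKM + 1) of the 500 genes with the largest coefficients of variation, with PC1 (42.7% of the variance) on the x axis and PC2 (17.2%) on the y axis. Each point is a library colored by group, and crosses mark the 4 libraries that the paper left out.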

During identifying differentially expressed genes (DEGs), |FoldChange|> 2.0 and adjusted P-value < 0.01 were used as the screening criteria. In total, 2,659 DEGs were identified under pine sawdust inducing; we identified 1073, 520, 385, 424, and 257 DEGs at the five time points, respectively (Table 3). 

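EVM0006776 encodes a transcription factor with a TEA/ATTS domain, a class known for regulating development in fungi. EVM0010971 encodes a cerato-platanin, a small secreted protein that fungi release around their cell walls. EVM0007359 encodes a glycosyl hydrolase of the family that holds the polygalacturonases, which cut pectin. EVM0009679 encodes a major facilitator transporter, and EVM0008769 a protein with an EthD domain, found in enzymes that break down ethers. EVM0006776 led the annotated rises at 1h, with a log2 fold change of 3.10 (SE 0.15, limma adjusted p = 2.88e-09). The gene with the largest rise at 1h, EVM0000940, has no annotation in the paper's tables. It went from an FPKM of 7.74 ± 0.526 (SD, n = 2) in CK to 387 ± 30.5 (SD, n = 2) at 1h and was at 7.92 ± 1.38 (SD, n = 3) at 10d. EVM0008769 had the largest annotated rise at 10d, with a log2 fold change of 3.49 (SE 0.28, limma adjusted p = 7.36e-08). EVM0009679 rose by 3.43 on the log2 scale at 10d (SE 0.25), EVM0010971 by 2.75 (SE 0.11) and EVM0007359 by 2.55 (SE 0.08). For EVM0007359 the FPKM was 24.6 ± 0.728 (SD, n = 2) in CK, 82.9 ± 4.04 (SD, n = 2) at 1d and 109.9 ± 1.48 (SD, n = 2) at 5d. Over the tested genes, 196 DEGs were called at 1h, 115 up and 81 down. At 6h there were 247, 151 up and 96 down, and at 1d 292, 93 up and 199 down. At 5d 398 genes were called, 155 up and 243 down, and at 10d 582, 201 up and 381 down. Quantile normalization called 114 up and 113 down at 6h, 121 and 141 at 1d, 180 and 179 at 5d, and 253 and 232 at 10d. With all 18 libraries, 167, 202, 229, 320 and 502 DEGs were called from 1h to 10d, and at 6h 154 of them were up and 48 down. Over the 5 times, 864 genes were called at least once and 54 were up at some times and down at others. A direct comparison of 10d with 1h called 538 genes, 205 higher and 333 lower at 10d, and quantile normalization put this split at 252 and 229. Between 10d and 5d it called 113 genes, 32 higher and 81 lower at 10d, which quantile normalization put at 30 and 45 and all 18 libraries at 2 and 3 (EVM0010522, EVM0005970, EVM0002866, EVM0012753 and EVM0012824, named after their values were seen). At an unadjusted p under 0.05, all 18 libraries gave 308 genes for 10d against 5d.

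**Figure D2:**
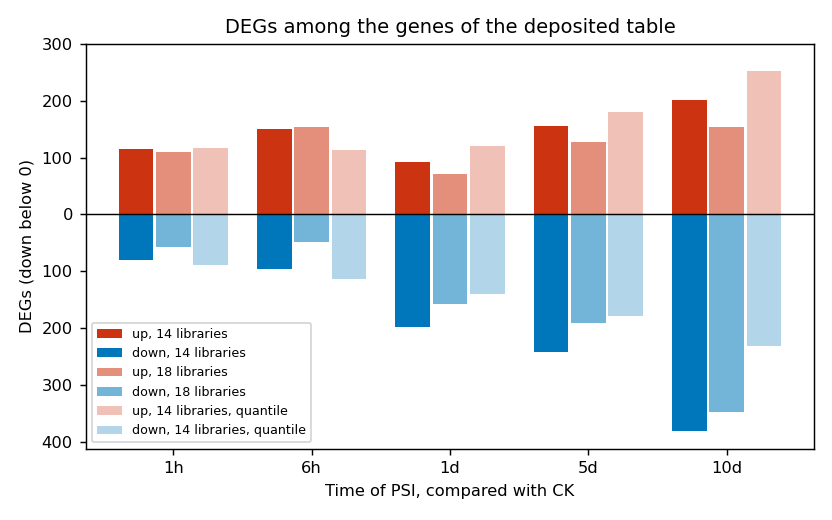
Number of DEGs on the y axis, up above 0 and down below 0, at each time of PSI against CK on the x axis. Bars from dark to light stand for the 14 libraries kept by the paper, all 18 libraries, and the 14 libraries after quantile normalization.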

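EVM0009521 and EVM0012447 encode GTPases related to ribosome-binding proteins, and the former also has a domain of dynamins, which shape membranes. EVM0012432 encodes a sugar transporter. EVM0007167 encodes a hypothetical protein. Over the 14 kept libraries, all of these were called down at every time of PSI. The FPKM of EVM0009521 was 17.6 ± 1.91 (SD, n = 2) in CK and 0.928 ± 0.282 (SD, n = 3) at 10d, and 2.33 in the left-out library CK-1. That of EVM0012447 was 7.47 ± 1.08 (SD, n = 2) in CK, 0.637 ± 0.379 (SD, n = 3) at 10d and 2.81 in CK-1. The transporter gene EVM0012432 was at 39.9 ± 2.91 (SD, n = 2) in CK, 7.15 ± 0.49 (SD, n = 3) at 10d and 11.2 in CK-1. EVM0007167 was at 376 ± 16.3 (SD, n = 2) in CK, 30.5 ± 2.39 (SD, n = 3) at 10d and 259 in CK-1. EVM0007167 and EVM0012447 were called at all times with all 18 libraries, EVM0009521 at 5d and 10d, and EVM0012432 at 10d only. In all, 27 genes were called in the same direction at the 5 times, 5 up and 22 down. The 5 rising genes were EVM0000788, EVM0001276, EVM0008017, EVM0008715 and EVM0009236, some of them named after their values were seen. Independent lists of these sizes would share 0.0359 genes up and 0.102 down. None of 100 simulations of unchanged groups against the same CK libraries gave a common gene. Their groups were drawn around the mean of these CK libraries, so they could not show what a shared error of CK would add. Quantile normalization gave 10 common genes up and 22 down. Without T-1d-1 the common genes were 9 up and 21 down. Part of the excess over independent lists may come from the CK libraries that all comparisons share. Of the 27, 22 are in Table S1, 5 up and 17 down. Table S1 has 28 genes in the deposited table, 11 of its up-regulated and 17 of its down-regulated genes. The up-regulated ones were called up for 11, 8, 10, 10 and 7 genes from 1h to 10d, and for the same numbers adjusted over the list alone. The down-regulated ones were called down for all 17 genes at each time, also adjusted over the list alone. All 18 libraries gave 5, 8, 6, 7 and 8 of the former and 9, 8, 11, 14 and 17 of the latter, and over the list alone 7, 8, 6, 7 and 8, and 9, 10, 12, 14 and 17. The study chose this list on these libraries, so the counts are not independent evidence. The paper left CK-1 out because of its correlation with the other libraries (Fig. 1A,B). All 17 down-regulated genes were lower in CK-1, which had no time of PSI, than in both CK-2 and CK-3, with a median log2 difference of -1.40. Of all 1093 genes tested, 559 were lower in CK-1 than in both, and the median log2 difference was -0.09. With all 18 libraries, 8 genes were common, 3 up and 5 down, and 6 of them were among the 27. Adding CK-1 alone to the 14 libraries also gave 8, 5 up and 3 down.

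**Figure D3:**
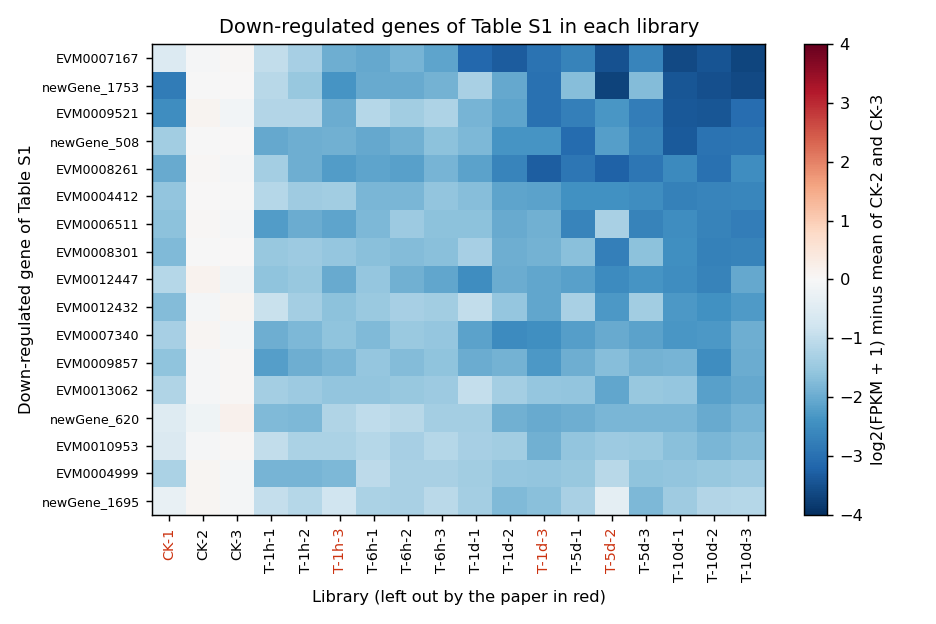
Heat map of the 17 down-regulated genes of Table S1 in the deposited table (y axis) in each of the 18 libraries (x axis), as log2(FPKM + 1) minus the mean of CK-2 and CK-3. Left-out libraries have red labels, and CK-1 is blue for most of the genes, as the treated libraries are.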

There were 34 genes in common at all inoculated time points, including 17 up-regulated and 17 down-regulated genes (Fig. 1C and Table S1). These 34 genes were significantly enriched in single-organism process biological processes (BP) and oxidoreductase activity, oxygen binding, FAD binding, coenzyme binding, and transcription factor activity, sequence-specific DNA binding cellular component (CC) (p < 0.05) (Fig. 1D, Table S2). However, there were no significantly enriched KEGG pathways for these 34 genes.

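GMC oxidoreductases oxidize alcohols and sugars and release hydrogen peroxide, which brown-rot fungi use in attacking wood. EVM0000788 encodes one of them. EVM0008017 encodes an enzyme with FAD and NAD(P) binding domains, a structure shared by hydroxylases and halogenases of small molecules. Over the 14 kept libraries, both were called up at each time against CK. EVM0000788 had an FPKM of 133 ± 0.48 (SD, n = 2) in CK, 494 ± 8.58 (SD, n = 3) at 6h and 564 ± 51.6 (SD, n = 3) at 10d. Its log2 fold change at 10d was 2.07 (SE 0.10, limma adjusted p = 1.13e-09), and 1.71 (SE 0.35) with all 18 libraries. CK-1 lay above the kept CK libraries at 281, and with all 18 libraries EVM0000788 was not called at 1h (1.19, SE 0.35, limma adjusted p = 0.013). EVM0008017 rose early, from 69.2 ± 2.57 (SD, n = 2) in CK to 536 ± 10.7 (SD, n = 3) at 6h, and was at 202 ± 3.82 (SD, n = 3) at 10d. Its log2 fold change was 2.93 at 6h (SE 0.11, limma adjusted p = 4.18e-10) and 1.53 at 10d (SE 0.11). At 1d it was 0.87 (SE 0.18) and not called with all 18 libraries. The difference of its level between 10d and 1h was -0.87 (SE 0.11, limma adjusted p = 5.23e-06), which is under the fold threshold, and -1.07 (SE 0.18) and called with all 18 libraries. The transcription factor gene EVM0006776 was also early, and all 18 libraries called it at 1h and 6h only. Its FPKM was 30.6 ± 1.44 (SD, n = 2) in CK, 276 ± 70.2 (SD, n = 2) at 1h and 55.1 ± 6.77 (SD, n = 3) at 10d, and 10d was lower than 1h by a log2 difference of -2.28 (SE 0.13). Of the flavin and FAD-dependent oxidoreductases of Tables S1 and S3, 5 are in the deposited table. At 10d, 4 were up and 1 down, and quantile normalization called 3 of them up. Both tables list genes that the study called at 10d in these libraries, so these counts are not independent evidence. The enrichment of GO terms was not tested here, because no annotation of all genes was used.

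**Figure D4:**
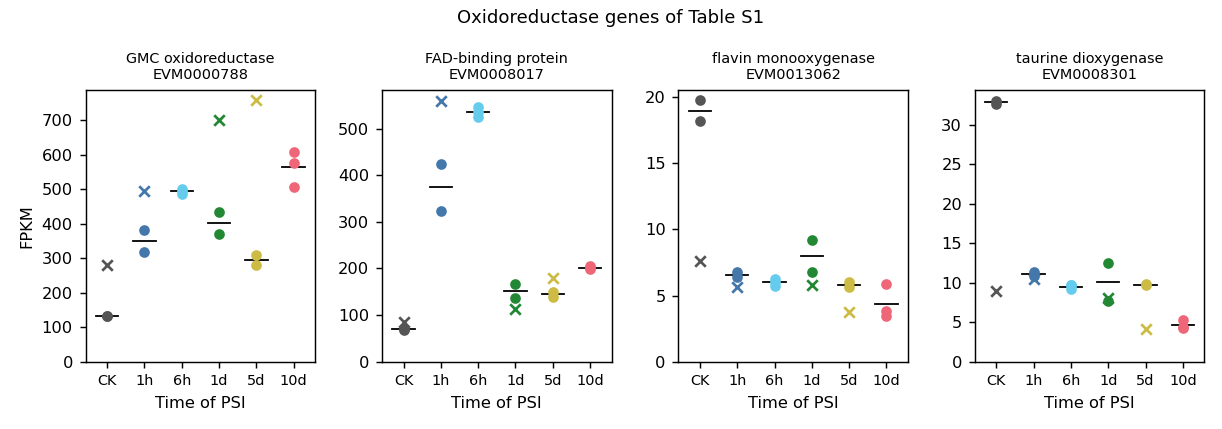
FPKM (y axis) of 4 oxidoreductase genes of Table S1 in CK and at each time of PSI (x axis). Points are libraries kept by the paper, crosses are left-out libraries and lines are means of the kept libraries.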

**Figure 1:**
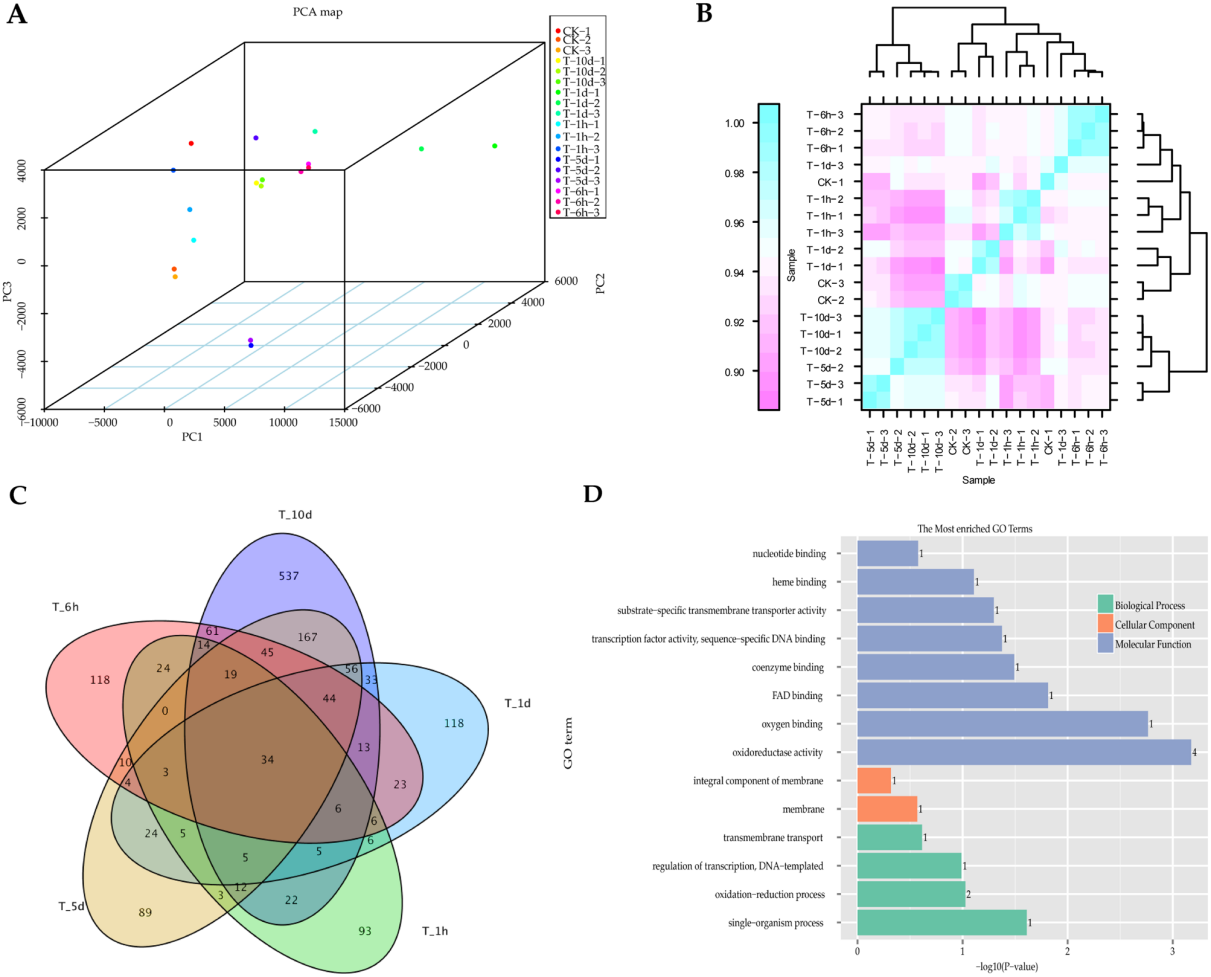
The differentially expressed genes (DEGs) in PSI. (**A**) PCA plot. (**B**) Correlation heat map performed using BMKCloud (http://www.biocloud.net). (**C**) The venn diagram for the DEGs shared between the five time points.

**Table 3:** The number of DEGs at the five time points compared to control group.

Groups	DEGs_total	DEGs_up	DEGs_down
1 h	257	154	103
6 h	424	294	130
1 d	385	176	209
5 d	520	306	214
10 d	1073	481	592

### Weighted correlation network analysis

Through correlation analysis, the gene modules related to specific sample traits could quickly screened from the data. Specifically, we identified seven functional modules related to PSI by WGCNA. As a result, clustering analysis was carried out on gene expression data from 18 libraries using the average linkage method and pearson’s correlation method. The soft threshold power value of β = 19 was selected to obtain a scale-free co-expression network (Fig. 2A). Seven modules were identified based on average hierarchical clustering and dynamic tree clipping (Fig. 2B,C). 

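The genes of Table S3, the DEGs of the blue module, include lipases, short-chain dehydrogenases, nitronate monooxygenases, transporters and many genes without annotation. A module eigengene is the first principal component of its genes and stands for their shared course over the libraries. The paper's list of the whole module is not used here, so the eigengene was taken over the 83 genes of Table S3 in the deposited table. The eigengene explained 70% of the variance of these genes. Over the 18 libraries of the paper's network, its Pearson r with the hours of PSI was 0.951 (permutation p = 1e-05, the smallest that 100000 permutations can give). The study chose this module for its correlation with time and these genes for their change at 10d in the same libraries, so the permutation p values of the eigengene are not independent evidence. Spearman's rho was 0.768 (permutation p = 4e-04). Over the 14 kept libraries r was 0.962. With 2 of the 10d libraries left out, r lay between 0.929 and 0.937, and without all 10d libraries it was 0.938 (permutation p = 8e-04). The libraries formed clusters in time. Among the 12 libraries from CK to 1d, r was 0.163 (permutation p = 0.61), so no relation was found within the first 24 h. Among the 6 libraries of 5d and 10d, r was 0.970 (exact permutation test, p = 0.1, the smallest that this design allows). The relation over all times therefore rests mainly on the difference between the late and the early libraries. Lists of 83 other genes drawn at random from the deposited table had a median absolute r of 0.915, and 19 of 1000 reached that of Table S3. A network rebuilt with the power of 19 from 550 genes gave 5 modules. The largest held 224 genes, 47 of the 57 Table S3 genes in the network among them, and had an r of 0.936 with the hours (permutation p = 1e-05, adjusted p = 5e-05 over the 5 modules). The other modules had r values of -0.62, -0.562, -0.549 and 0.523. From the highest correlation of the blue module with time, the paper selects this module for its further analysis.

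**Figure D5:**
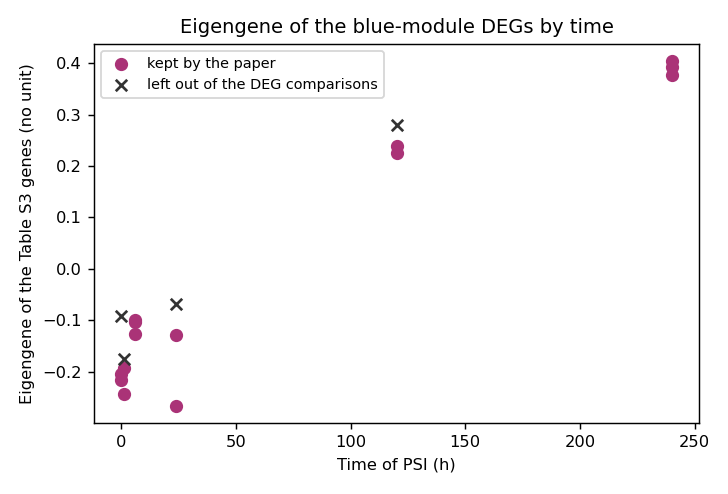
Eigengene of the 83 Table S3 genes, which has no unit (y axis), against the hours of PSI (x axis). Each point is a library, and crosses are the 4 libraries left out of the DEG comparisons, which the network includes.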

As shown in Fig. 2D, the blue module had the highest correlation with the time of PSI (cor = 0.96) and was therefore selected for subsequent analysis. After performing the gene significance against module membership, we observed that genes with high module memberships tended to have high gene significance in the blue module (cor = 0.95, *P* = 5e−64; Fig. 2E).

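Gene significance is the correlation of a gene with the hours of PSI, and module membership its correlation with the eigengene. Most of the Table S3 genes followed time upward, among them the lipases, the nitronate monooxygenases and the transporter EVM0009679. Of the 83 genes, 81 had a positive gene significance, and 43 were over 0.8. Module membership ran from -0.854 to 0.983. Across these 83 genes, gene significance and module membership had a Pearson r of 0.894 and a Spearman's rho of 0.836. On untransformed FPKM the r was 0.94. These genes are not independent replicates, because they were chosen for following one course, so no p-value is given. Both measures also share the same libraries.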

**Figure 2:**
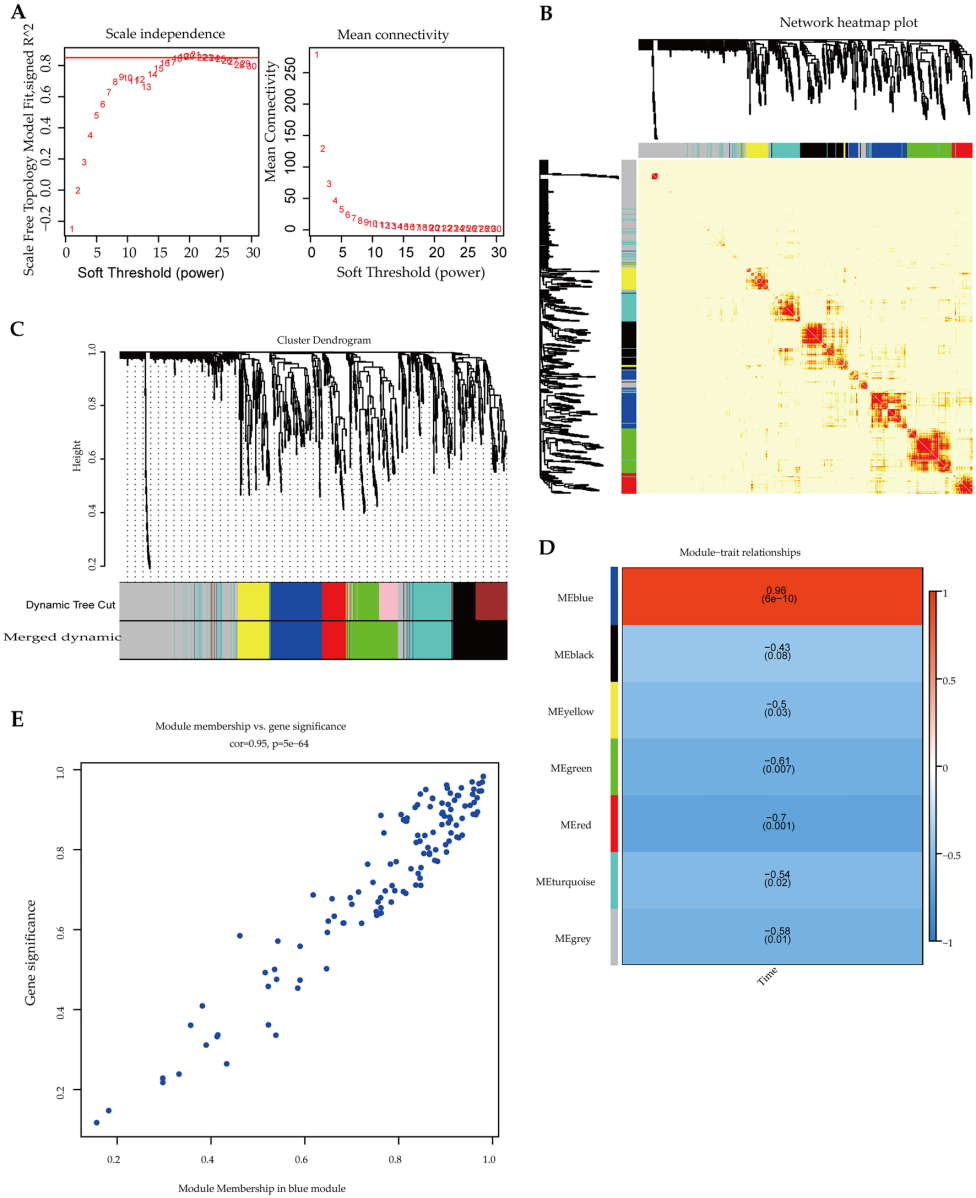
Construction of WGCNA analysis using BMKCloud (www.biocloud.net). (**A**) The soft-threshold power versus scale-free topology model fit index and mean connectivity. The left image shows the scale-free fit index (y-axis) as a function of the soft-thresholding power (x-axis). The right image shows the average connectivity (degree, y-axis) as a function of the soft-thresholding power (x-axis). (**B**) Heat map of the correlation between modules and traits. (**C**) Module clustering tree. (**D**) Heatmap shows correlations of module-related genes and the treatment time of pine sawdust. (**E**) A scatter plot of gene significance (GS) vs. module membership (MM) in the blue module.

### Function annotation of DEGs in blue module

There were 125 genes in the blue module. In order to screen out the core genes that are more relevant and highly correlated to the module eigengene, we then checked the gene expression in T-10d group, which was significantly correlated with the time of PSI (Fig. 3A). Compared to control group, there were 102 DEGs screened out (Fig. 3B, Table S3). 

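The blue-module DEGs hold enzymes of lipid and aromatic breakdown, transporters and chaperones. Lipases and esterases split esters, and short-chain dehydrogenases oxidize or reduce alcohols and ketones. Small heat shock proteins of the Hsp20 family bind unfolded proteins under stress. At 10d all 4 lipase and esterase genes and both measured short-chain dehydrogenase genes were called up, and 3 of the 4 with all 18 libraries, without the carboxylesterase gene EVM0004404. This gene and the 2 Hsp20 genes below were named after their values were seen. Of 5 genes of Tables S1 and S3 for major facilitator and sugar transporters, 3 were up and 2 down. Among the latter is EVM0012432, which is in Table S1 and not in the blue module list. The pair of Hsp20 genes, EVM0001099 and EVM0006992, was not over the fold threshold at 10d, with log2 fold changes of 0.79 (SE 0.20) and 0.86 (SE 0.12). At 5d the same genes had risen by 2.09 (SE 0.22) and 1.88 (SE 0.14). Between 5d and 10d EVM0001099 changed by -1.30 (SE 0.20, limma adjusted p = 0.000152) and EVM0006992 by -1.02 (SE 0.12, limma adjusted p = 2.06e-05). Neither fall was called with all 18 libraries, and T-5d-2 had an FPKM of 55.1 for EVM0001099 against 176 ± 28.4 (SD, n = 2) in the kept 5d libraries. Of the 102 genes of Table S3, 83 are in the deposited table. At 10d, 73 were called up and 2 down, with the same numbers adjusted over the list alone. At 5d 57 were up and 1 down, at 1d 6 up and 8 down, at 6h 13 up and 1 down, and at 1h 3 up and 1 down. All 18 libraries gave 69 up and 2 down at 10d, 49 and 1 at 5d, 5 and 5 at 1d, 7 and 0 at 6h, and 0 and 2 at 1h. The study chose this list on these libraries, so these counts are not independent evidence.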

In order to systemically investigate the function and pathway of the blue module, we further performed GO and KEGG pathway enrichment analysis. 

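Nitronate monooxygenases oxidize nitronates, toxic forms of nitroalkanes, with flavin and oxygen. EVM0003801 and EVM0012859 are the genes annotated with this activity. Homogentisate dioxygenase, encoded by EVM0000309, opens the ring of homogentisate in the breakdown of aromatic amino acids. All of these are in Table S3. The FPKM of EVM0012859 was 137 ± 3.47 (SD, n = 2) in CK, 410.0 ± 15.8 (SD, n = 2) at 5d and 462 ± 29.6 (SD, n = 3) at 10d. That of EVM0003801 was 29.0 ± 1.17 (SD, n = 2) in CK, 88.1 ± 7.34 (SD, n = 2) at 5d and 101 ± 6.34 (SD, n = 3) at 10d. Their log2 fold changes at 10d were 1.74 (SE 0.14, limma adjusted p = 9.36e-08) and 1.76 (SE 0.15, limma adjusted p = 1.1e-07). The left-out library T-5d-2 was at 124 for EVM0012859 and 28.0 for EVM0003801, near the level of CK. Both genes were also called at 5d and at 10d with all 18 libraries. EVM0000309 was at 36.1 ± 0.734 (SD, n = 2) in CK, 187 ± 0.69 (SD, n = 3) at 6h, 37.4 ± 16.3 (SD, n = 2) at 1d and 244.0 ± 3.2 (SD, n = 3) at 10d. It rose by 2.72 on the log2 scale at 10d (SE 0.20, limma adjusted p = 2.72e-08), and by 2.42 (SE 0.34) with all 18 libraries. Of the 4 dioxygenase genes of Tables S1 and S3, which include the nitronate monooxygenase gene EVM0003801, 3 were up and 1 down at 10d. Of 3 genes in the deposited table that belong to the peroxisome pathway or encode peroxisomal enzymes, 2 were called up. The genes of these groups were listed by the study as called at 10d in these libraries, so such counts are not independent evidence. No test of enrichment was run.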

According to the annotation results (Fig. 3C,D), the DEGs in blue module were most enriched in nitronate monooxygenase activity, dioxygenase activity, and oxidation–reduction process GO terms, and peroxisome in KEGG pathway (p < 0.05).

**Figure 3:**
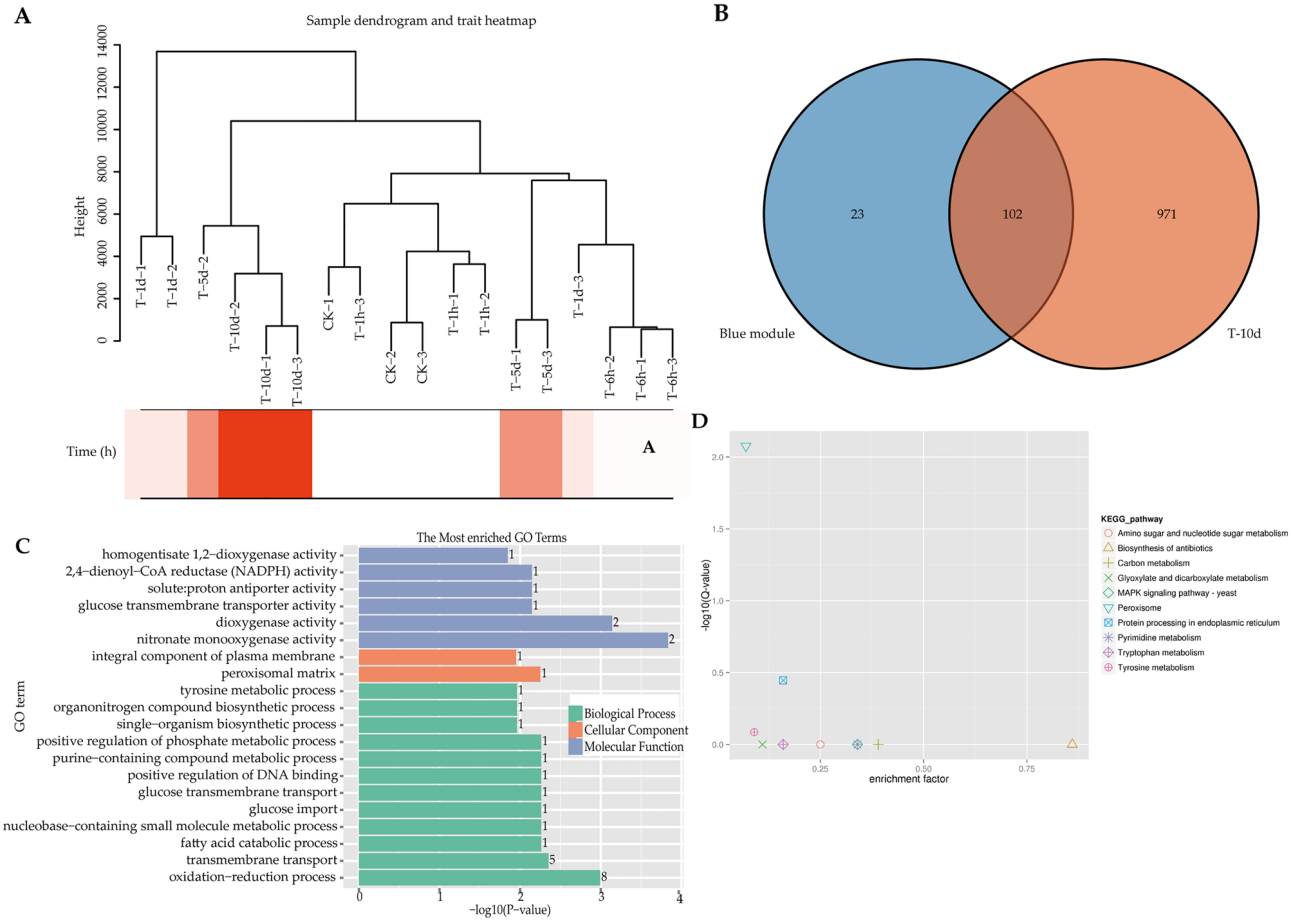
Function annotation of DEGs in blue module. (**A**) Sample dendrogram and trait heatmap. (**B**) The venn diagram for the blue module and DEGs in T-10d vs control group. (**C**) GO functional enrichment analysis. (**D**) KEGG pathway enrichment analysis.

### Expression validation of hub genes

Based on the results of function annotation, five genes were selected for further validation, including EVM0002011, EVM0005719, and EVM0011998 in peroxisome (ko04146) KEGG pathway, and EVM0003801 and EVM0012859 in nitronate monooxygenase activity (GO:0018580) GO term (Table S4). 

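Peroxisomes hold enzymes of fatty acid oxidation and of hydrogen peroxide breakdown. EVM0005719 encodes a short-chain dehydrogenase with an enoyl reductase domain. EVM0011998 encodes a catalase, which turns hydrogen peroxide into water and oxygen. EVM0002011 is not analysed here. EVM0005719 had an FPKM of 499 ± 7.06 (SD, n = 2) in CK and 1743 ± 54.8 (SD, n = 3) at 10d. Its log2 fold change was 1.80 (SE 0.17, limma adjusted p = 3.24e-07), and 1.51 (SE 0.25) with all 18 libraries. The left-out library CK-1 was at 917. The catalase gene EVM0011998 first fell and then rose. It was at 15.2 ± 0.818 (SD, n = 2) in CK, 7.13 ± 0.0836 (SD, n = 2) at 1h and 29.3 ± 1.63 (SD, n = 3) at 10d. Its log2 fold change at 10d was 0.90 (SE 0.11, limma adjusted p = 6.23e-06), which is under the fold threshold, and quantile normalization put it at 1.34 and above that threshold. The direct comparison of 10d with 1h gave 1.90 (SE 0.11, limma adjusted p = 3.81e-09).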

Meanwhile, EVM0010970 and EVM0000458 were also selected because of up-regulating in all comparison and previous studies^3,4^, respectively. 

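Module membership was computed for 4 of the genes chosen for qRT-PCR, the nitronate monooxygenase genes EVM0003801 and EVM0012859, the short-chain dehydrogenase gene EVM0005719 and the catalase gene EVM0011998. Module membership was 0.847 ± 0.098 (jackknife SE, n = 18) for EVM0003801, 0.777 ± 0.141 for EVM0012859, 0.871 ± 0.063 for EVM0005719 and 0.850 ± 0.048 for EVM0011998. On untransformed FPKM they were 0.876, 0.846, 0.906 and 0.881. Gene significance in the same order was 0.888, 0.827, 0.830 and 0.797, with Spearman's rho values of 0.580, 0.643, 0.618 and 0.630. The jackknife SE of gene significance was 0.058, 0.084, 0.103 and 0.060. Without the 10d libraries, gene significance was 0.736, 0.61, 0.518 and 0.781. All 4 genes are in Table S3, and the eigengene includes them. They come from a module that the paper chose for its correlation with time in these libraries, so these values are not independent evidence of a relation.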

The module membership of selected genes was ranged from 0.7780 to 0.9777 (Table S5). qRT-PCR was used to quantitatively validate the sequencing data. GAPDH was selected as the reference gene because of its stable expression level based on our previous study^11^. Melt curve analysis of all genes showed no primer dimers or nonspecific product amplification (Fig. S1). 

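The genes compared with qRT-PCR were the nitronate monooxygenase genes EVM0012859 and EVM0003801, the short-chain dehydrogenase gene EVM0005719 and the catalase gene EVM0011998. EVM0002011, EVM0010970 and EVM0000458 are not analysed here. In the RNA-seq values, both nitronate monooxygenase genes stayed under the fold threshold at 1h, 6h and 1d. The log2 fold changes of EVM0012859 at these times were 0.18 (SE 0.16), 0.37 (SE 0.14) and 0.26 (SE 0.16), and both genes rose by 1.57 at 5d (SE 0.16 each). From 5d to 10d neither gene was called, at 0.17 (SE 0.14, limma adjusted p = 0.345) for EVM0012859 and 0.19 (SE 0.15, limma adjusted p = 0.296) for EVM0003801. All 18 libraries, with T-5d-2 among them, gave larger rises of 0.74 (SE 0.36, limma adjusted p = 0.185) and 0.73 (SE 0.32, limma adjusted p = 0.151), also not called. EVM0005719 changed by 0.38 (SE 0.18) at 1h, by -0.36 (SE 0.18) at 1d and by 0.96 (SE 0.18) at 5d. From 5d to 10d it rose by 0.84 (SE 0.17, limma adjusted p = 0.000986), which is under the fold threshold and was not called. Over 18 libraries this rise was 0.80 (SE 0.25, limma adjusted p = 0.0662), also not called. EVM0011998 was lower at 1h (SE 0.12, limma adjusted p = 1.74e-05) but just under the fold threshold, and all 18 libraries gave -1.11 (SE 0.19) and a call. It changed by -0.70 at 6h (SE 0.11) and by 0.58 at 5d (SE 0.12). Against CK, no sign of a 10d fold change of these 4 genes changed with quantile normalization or with all 18 libraries.

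**Figure D6:**
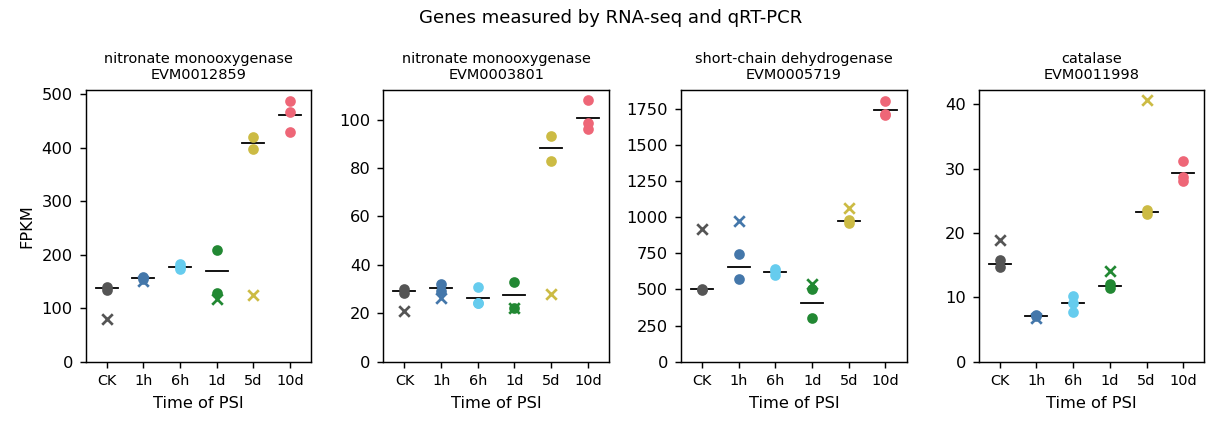
FPKM (y axis) of 4 genes that the paper also measured by qRT-PCR, in CK and at each time of PSI (x axis). Points are libraries kept by the paper, crosses are left-out libraries and lines are means of the kept libraries.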

As shown in Fig. 4, all the seven genes had the similar expression pattern to the RNA-seq results.

**Figure 4:**
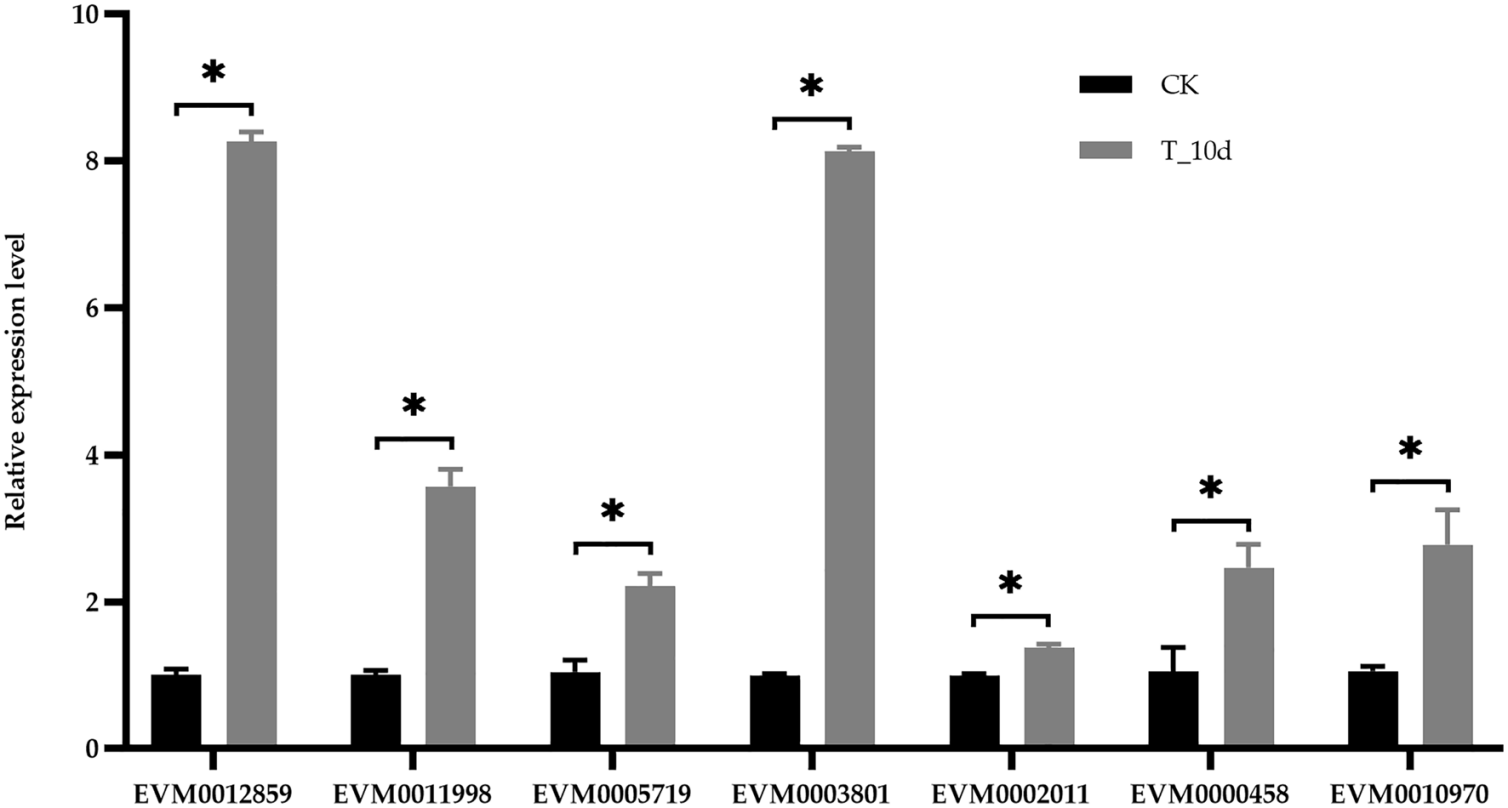
Expression validation of selected genes by qRT-PCR.

## Discussion

Mushroom-forming fungi are important wood-degraders in global carbon cycling. However, wood-decaying fungi tend to have characteristic substrate ranges. Most wood-decaying fungi are unable to colonize coniferous wood directly due to the rosin resent in pine trees^5^. There were only little studies that focus on the pine wood decay, the fungi included *Fomitopsis pinicola*^4,12^, *Antrodia sinuosa*^12^, *Postia placenta*^12^, *Wolfiporia cocos*^12^, *Laetiporus sulphureus*^12^, *Daedalea quercina*^12^, *Rhodonia placenta*^13^ and *Schizophyllaceae*^14^. However, all these studies were not indicated that the pine wood used was fresh.

Sawdust from fresh pine trees is not commonly utilized and most fungi cannot colonize coniferous wood directly^5^. However, our previous study revealed that *S. latifolia* can grow on fresh pine wood sawdust substrate^9,10^. So, we hypothesized that there were some special genes in *S. latifolia* to ensure it could grow on fresh pine wood. In our results, the 34 common DEGs in all time points were searched out (Fig. 1C, Table S1). Some of these DEGs were reported in previous studies, including GMC oxidoreductase (EVM0000788)^12^, FAD/NAD(P)-binding domain-containing protein (EVM0008017)^4^, Flavin-containing monooxygenase (EVM0013062)^3^, and Taurine catabolism dioxygenase (EVM0008301)^3^. However, most DEGs were function unknown or had no related function report.

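EVM0013062 encodes a flavin-binding monooxygenase, a type of enzyme that adds oxygen to nitrogen or sulfur atoms of small molecules. EVM0008301 encodes a dioxygenase of the TauD family, which in many microbes releases sulfite from taurine. Both genes were called down at each of the 5 times over the 14 kept libraries. The FPKM of EVM0013062 was 19.0 ± 1.1 (SD, n = 2) in CK, 6.59 ± 0.315 (SD, n = 2) at 1h and 4.39 ± 1.27 (SD, n = 3) at 10d. Its log2 fold change at 10d was -1.91 (SE 0.17, limma adjusted p = 2.61e-07), and -1.51 (SE 0.28) with all 18 libraries. EVM0008301 was at 32.8 ± 0.235 (SD, n = 2) in CK, 11.1 ± 0.304 (SD, n = 2) at 1h and 4.60 ± 0.556 (SD, n = 3) at 10d. For it the log2 fold change at 10d was -2.60 (SE 0.16, limma adjusted p = 5.86e-09), and -2.01 (SE 0.38) with all 18 libraries. In the left-out library CK-1, which had no time of PSI, EVM0013062 was at 7.61 and EVM0008301 at 8.89. EVM0008301 was not called with all 18 libraries at 1h, 6h and 1d, where its log2 fold changes were -0.92 (SE 0.38, limma adjusted p = 0.066), -1.09 (SE 0.38) and -1.13 (SE 0.38). EVM0013062 was then not called at 1d, at -0.88 (SE 0.28, limma adjusted p = 0.0162). Of the genes without annotation in Tables S1 and S3, 55 are in the deposited table, and 40 of these were up and 12 down at 10d. Both tables list genes that the study called at 10d in these libraries, so these counts are not independent evidence.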

Based on the results of WGCNA, the blue module had the highest correlation with the 10 h of PSI (Fig. 2D). 102 out of 125 genes in the blue model were significantly differentiated expressed under 10 h PSI (Table S2). Among these genes, short-chain dehydrogenase (EVM0010558, EVM0003708, EVM0005719, EVM0000652, EVM0006859)^3^, glycoside hydrolase family proteins (EVM0000458)^3,4^, and lipase (EVM0003260, EVM0000539)^3,4^ were wood decay related. However, there were only one common gene (EVM0010970) with the 34 common DEGs in all treatment groups compared to control.

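Lipases free fatty acids from the oils and resin fats of wood. EVM0003260 encodes a lipase of the GDSL type and EVM0000539 another lipase. EVM0006859 encodes a short-chain dehydrogenase. EVM0010558, EVM0003708, EVM0000652 and EVM0000458 are not analysed here. The FPKM of EVM0003260 was 425 ± 16.6 (SD, n = 2) in CK, 732 ± 6.65 (SD, n = 3) at 6h, 1142 ± 37.4 (SD, n = 2) at 5d and 1984 ± 74.8 (SD, n = 3) at 10d. Its log2 fold change at 10d was 2.22 (SE 0.13, limma adjusted p = 6.04e-09). EVM0000539 reached 3241 ± 105 (SD, n = 3) at 6h and 9641 ± 185 (SD, n = 3) at 10d, a log2 fold change of 2.49 at 10d (SE 0.27, limma adjusted p = 1.3e-06). In the kept 5d libraries it was at 3195 ± 22.0 (SD, n = 2), and the direct comparison of 10d with 5d gave a log2 difference of 1.59 (SE 0.27, limma adjusted p = 0.000275). This call was lost with all 18 libraries, at 1.33 (SE 0.50, limma adjusted p = 0.0993), and T-5d-2 was at 5486. EVM0006859 had an FPKM of 34.2 ± 3.01 (SD, n = 2) in CK, 89.3 ± 3.04 (SD, n = 2) at 5d and 81.7 ± 4.73 (SD, n = 3) at 10d. It had a log2 fold change of 1.23 at 10d (SE 0.11, limma adjusted p = 1.91e-07). The fold changes at 10d with all 18 libraries were 1.91 (SE 0.37), 2.01 (SE 0.50) and 1.33 (SE 0.16) in the same order. The left-out library CK-1, with no time of PSI, was at 820 for EVM0003260. For EVM0000539 it lay above the 6h libraries and the kept 5d libraries.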

Sawdust from fresh pine trees usually cannot directly use to cultivate edible mushrooms and the reasons remain unclear to now. A previous study showed that rosin is an abundant raw material from pine trees, resulting in most fungi are unable to colonize coniferous wood directly^5^. Rosin is a solid and brittle mixture of non-volatile conifer tree resin components. Many studies^15–17^ have done to revealed the compositions of rosin. Resin acids, with the general formula C_19_H_29_COOH, constitute up to 95 wt.% of rosin^18^. Components from pinus species had been shown to have antimicrobial activity^19,20^. However, it is unclear which component from fresh pine wood inhibit the growth of edible mushroom. This remains to be further investigated.

Although most edible mushroom cannot grow well on fresh pine sawdust, several species can directly utilize, such as *Fomitopsis pinicola*^3,4^, *Wolfiporia cocos*^21^, and *S. latifolia*^9^. In the future study, we can compare the difference between these two kinds of species to explore the mechanism of fresh pine wood decay by combining genomics, transcriptomics, proteomics, metabolomics and epigenomic.

## Conclusions

The gene expression profile of *S. latifolia* under pine sawdust inducing were obtained and key genes were screened by WGCNA. This maybe provides clues into mechanisms that *S. latifolia* can grow on fresh pine wood sawdust substrate.

## Materials and methods

### Strain and sample preparation

The *S. latifolia* strain SP-C was preserved at the Institute of Edible Mushroom, Fujian Academy of Agricultural Sciences (Fuzhou, China). The strain was cultured as previous study^9^ with modification. Potato dextrose agar (PDA) slants were used to grow the strain, and the seed culture medium contained potato (20%), glucose (2%), and fish peptone (0.3%). The mycelia were activated for ten days at 25 °C in darkness on a PDA slant. Mycelial plugs (2 mm in diameter) were cultured with 100 mL of liquid media in 250 mL flasks in a rotatory incubator at 25 °C with shaking at 150 rpm/min for 9 days in darkness. And then, treating of pine wood sawdust, culturing, and harvesting of mycelium was conducted as prior study^12^ with modification. After homogenizing, the spawn was transferred to a new 250 mL flasks containing 100 mL of liquid media and cultured for 2 days. Then, 1 g sterilized fresh pine sawdust was added at different time, so that the pine sawdust inducing time were 0 h, 1 h, 6 h, 1 days, 5 days, and 10 days, respectively. Finally, the strains were collected at the same time by filtering to remove sawdust.

### RNA sequencing

Total RNA was isolated by using TRIzol (Invitrogen, USA) according to the manufacturer’s instructions. Agilent 2100 Bioanalyzeror SMA3000 was used to measure RNA purity, concentration, and RNA integrity number. RNA-Seq was performed as previously described^22^. Briefly, From total RNA, mRNA was enriched using poly (T) + oligo beads, eluted with Tris–HCl buffer, then fragmented using RNA fragmentation kits (Ambion, Austin, TX, USA). A random hexamer primer and M-MuLV Reverse Transcriptase were used to make first strand cDNA. Subsequently, second strand cDNA synthesis was carried out using DNA Polymerase I and RNase H. By using exonuclease/polymerase, the remaining overhangs were converted into blunt ends. In order to prepare for hybridization, NEBNext Adaptors with hairpin loop structure were ligated after 3'-adenylation of DNA fragments. A purification procedure was performed using AMPure XP (Beckman Coulter, Beverly, USA) to select cDNA fragments of 240 bp or less in length from the library fragments. With size-selected, adaptor-ligated cDNA, 3 ul USER Enzyme (NEB, USA) was used at 37 °C for 15 min and then at 95 °C for 5 min prior to PCR. Next, PCR was performed using Phusion DNA polymerase, Universal PCR primers, and Index (X) primer. Final steps included purifying PCR products (AMPure XP system) and assessing the quality of the libraries (Agilent Bioanalyzer 2100 system). In accordance with the manufacturer's instructions, the indexed samples were clustered using TruSeq PE Cluster Kit v4-cBot-HS (Illumia) on a cBot Cluster Generation System. Using an Illumina nova 6000 platform with the PE150 approach were generated from the library preparations after cluster generation.

### Read mapping, annotation, and quantification of gene expression

The raw paired-end reads were checked using the FastaQC Package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). By using Cutadapt, adaptor sequences, low-quality sequence reads, and the short reads (< 20 bp) were removed from the data sets^23^. Clean reads were generated after raw sequences were processed. These clean reads were mapped to the reference genome sequence of *S. latifolia*^24^ by Hisat2 tools (version 2.0.4)^25^. Reads were aligned to the reference genome and then assembled into transcripts by StringTie (version 1.3.3b) using default parameters (version 2.0.6)^26^. Transdecoder (version 2.0.1) were used to predict coding sequences. Gene function was annotated based on seven databases, including Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences), Pfam (Protein family), KOG/COG (Clusters of Orthologous Groups of proteins), Swiss-Prot (A manually annotated and reviewed protein sequence database), KO (KEGG Ortholog database), and GO (Gene Ontology). Then, picard-tools v1.41 and samtools v0.1.18 were used to sort, remove duplicated reads and merge the bam alignment results of each sample. Gene expression patterns were quantified using STAR-RSEM algorithm (version 4.1). The mapped read numbers were calculated and normalized by RESM-based algorithm in the Trinity package^27^.

### Differential expression analysis

Principal component analysis (PCA) was utilized to reduce and summarize large datasets while illustrating relationships between samples based on co-variance of the data being examined. The mapped reads of the 500 genes that had the largest coefficients of variation based on the fragments per kilobase of transcripts per million (FPKM)^28^ were used for PCA and heat mapping with unsupervised clustering. Based on read counts, the pair-wise spearman correlation between any pair of samples was calculated. DESeq2 R package was used to analyze the differential expression^29^. The resulting P values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with |FoldChange|> 2.0 and adjusted P-value < 0.01 were assigned as differentially expressed.

### WGCNA analysis

The weighted gene co-expression network analysis (WGCNA) was used to identify the functional modules, which has advantages to find the complex relationships between relating modules and associated with traits^30^. Specifically, the lowest soft-thresholding power for which the scale-free topology fit was selected. The topological overlap matrix (TOM) similarity was calculated using the power and expression data of all genes. The clustering tree structure of the TOM were constructed by hierarchical clustering method. Different branches of the clustering tree represent different gene modules, and different colors represented different modules. Genes with similar patterns were grouped into one module according to the weighted correlation coefficients of genes. The correlation between co-expression modules and traits was estimated based on the phenotypic information of pine wood sawdust inducing time of 0 h, 1 h, 6 h, 1 day, 5 days, and 10 days. A significant co-expression module highly related to traits was identified. Module–trait relationships were computed by Pearson’s correlation tests, and *P* < 0.05 was defined significant correlation. WGCNA analysis was performed using BMKCloud (https://www.biocloud.net). Gene Ontology (GO) enrichment analysis was implemented by the GOseq R packages based Wallenius non-central hyper-geometric distribution^31^. We used KOBAS ^32^ software to test the statistical enrichment of differential expression genes in KEGG pathways^33–35^.

### Gene expression validation by quantitative RT-PCR

Gene expression analysis was performed by qRT-PCR as previously described^8^. Briefly, total RNA was isolated using TRIzol reagent (Invitrogen) and then reverse transcribed with PrimeScript™ II 1st Strand cDNA Synthesis Kit (Takara, Japan) following the manufacturer’s instructions. cDNA was quantified using SYBR Premix Ex Taq kit (Takara, Japan) on an ABI QuantStudio instrument. The GAPDH gene was selected as control^11^. Primers used in this study were described in Supplementary Table S6. The reaction mixture contained 4.5 μL cDNA, 0.5 μL primers (10 μM), 10 μL 2× SYBR Premix Ex Taq, and ddH_2_O up to 20 μl. The thermal cycling conditions were: 95 °C for 1 min; followed by 40 cycles of 10 s at 95 °C, 34 s at 60 °C; and 60 °C for 1 min, and 60 °C to 95 °C for the dissociation curve analyses. Three biological replicates were used. qRT-PCR data were presented as mean ± SD. The relative gene expression was calculated using the 2^−ΔΔCT^ method. GraphPad Prism 8 software was employed for multiple t tests. Statistical significance determined using the Holm-Sidak method, with *P < 0.05.

## Supplementary Information

Supplementary Figure S1.

Supplementary Tables.

## Data Availability

The RNA-Seq data had been deposited in NCBI under accession GSE173822.

# Supplementary material for: Comparative transcriptomics reveals unique pine wood decay strategies in the Sparassis latifolia
**Source:** Sci Rep. 2022 Nov 18;12:19875. doi: 10.1038/s41598-022-24171-z
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

Comparative transcriptomics reveals unique pine wood decay strategies in the *Sparassis latifolia*

Chi Yang¹, Lu Ma¹, Donglai Xiao¹, Xiaoyu Liu¹, Xiaoling Jiang¹, Yanquan Lin^{1,*}

Supplementary Information

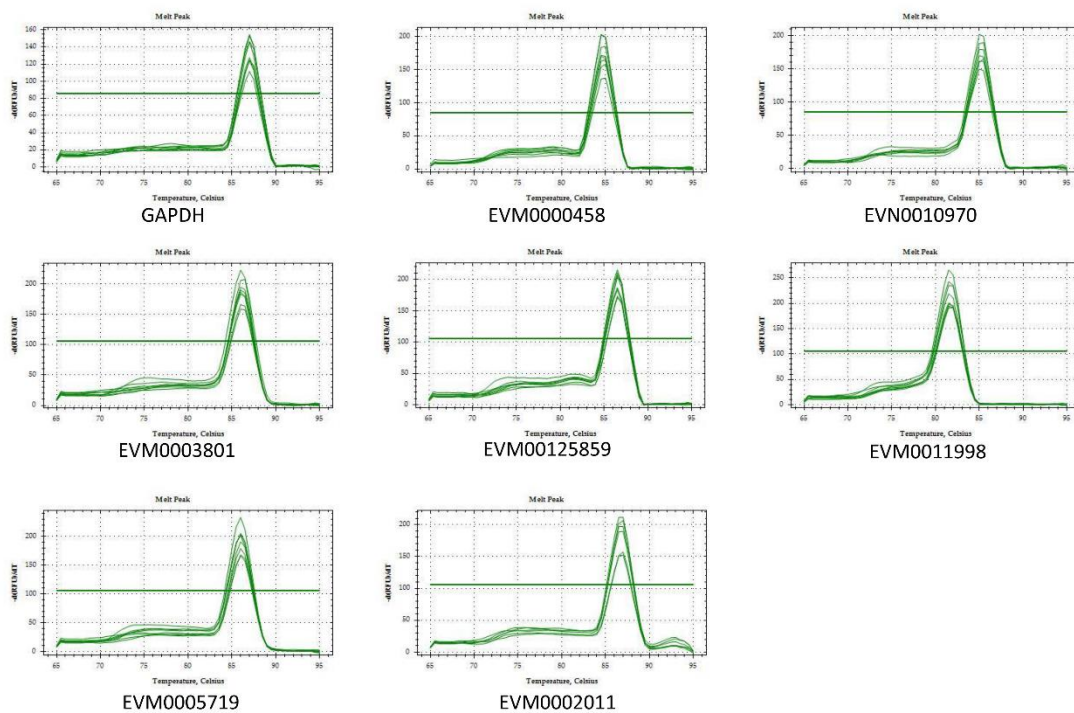

Figure S1. The melt curve of the primers for the selected validation genes

How the deposited data were processed for this re-analysis (not part of the article)

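RNA-seq libraries from mycelium of S. latifolia were used, with 3 libraries in CK and in each of the groups with 1, 6, 24, 120 and 240 h of PSI. The FPKM values were made by the authors and used as deposited. According to the paper, reads were cleaned and mapped to the S. latifolia genome with HISAT2 and assembled with StringTie, and the processing notes of the submitters also name Bowtie 0.12.2. The genome build is not named. The header of the deposited table names no unit, and the unit was taken from the equality of its values with the FPKM columns of Tables S1 and S3. The table holds 1100 genes, 985 with EVM identifiers and 115 new genes. Its lowest coefficient of variation over the 18 libraries was 0.203 and the median 0.479. The rule by which these genes were chosen is not stated, so counts of DEGs cover these genes alone.

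Table 1 of the paper gives the clean reads. The medians per group were 12389483 in CK, 15326678 in 1h, 13200926 in 6h, 12475495 in 1d, 13043860 in 5d and 13205631 in 10d. Counts were given only for the Table S3 genes, with a median count of 626 in CK-2 and 2301 in T-10d-3. Counts of all genes were not used here, so the precision that counting gives each gene was not modelled, and the spread between libraries alone set the errors. For FPKM values the plan was limma, which was used. The authors used DESeq2 for their DEGs.

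FPKM values were transformed to log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 2 libraries entered, which left 1088 genes with the 14 libraries kept by the paper and 1093 with all 18. limma 3.58.1 in R 4.3.3 fitted all 6 groups in one model with a trend of the variance on the mean, so that groups with 2 libraries borrowed the spread of the others. The prior added 4.69 degrees of freedom. The Benjamini-Hochberg adjusted p threshold was 0.01 and the fold change threshold 2. Comparisons were each time of PSI against CK, and 10d against 1h and against 5d. The main set left out CK-1, T-1h-3, T-1d-3 and T-5d-2, as the paper did, so its errors do not include the departures of these libraries. On simulated data with 14 libraries and 200 changed genes, the share of genes called in the right direction at 10d was 40% for a 2-fold change, 98% for 3-fold and 100% for 8-fold. At 1h it was 54%, 98% and 100%, and of unchanged genes 0.11% were called.

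Named genes were every gene that the text of the paper names by its identifier. At each time, the 10 annotated genes with the largest rise and the 10 with the largest fall were added, and the 2 largest of each direction whatever their annotation. These had to be called, with every treated library beyond every CK library. At 1h, 6h, 1d and 5d only the first 3 of each 10 could be named. The values of Tables S1, S3, S4 and S5 had been seen when this rule was written. Genes named outside it are said to be so. The lists were the genes of Table S1 (28 of 34 in the deposited table) and those of Table S3 (83 of 102). Functional groups were formed from the annotation in Tables S1, S3 and S4. These groups can share genes, as with EVM0003801, EVM0005719 and EVM0010522, so their counts are not separate. In the deposited table, the 2 nitronate monooxygenase genes were both up at 10d. The 2 GMC oxidoreductase genes were both up and the 2 GTPase genes both down. The 1 glycoside hydrolase gene was up, and 2 of 3 transcription factor genes were up. Members of all groups come from lists of genes that the study called at 10d in these libraries. Their counts are therefore not independent evidence. Neither gene for a cytochrome P450 was in the table. Of the 977 tested genes in neither Table S1 nor Table S3, 121 were up and 362 down at 10d. Lists by product words had been planned for the case of an annotation, and with 0 of the gene identifiers in the reference gene table they were not run. Enrichment of GO terms and KEGG pathways was not tested.

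Correlations between libraries were computed on log2(FPKM + 1) over all genes, and the PCA on the 500 genes with the largest coefficients of variation. The eigengene was the first principal component of the 83 Table S3 genes over 18 libraries. Its correlation with the hours was tested with 100000 permutations, and gene significance and module membership likewise. The network used the absolute Pearson r to the power of 19, topological overlap and average linkage, with modules of at least 30 genes. Its tree height of 0.99 was chosen after the data were seen. Of the 1000 most variable genes asked for, 550 passed. Of 3 simulated modules with 60 genes each, 100% of the genes of each lay in 1 cluster. Whether the modules stayed apart from each other and from unrelated genes was not checked. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the tables and figures.

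Alternatives were all 18 libraries, a fit of only the 2 groups compared, quantile normalization, no filter on low values, a pseudocount of 0.1, other thresholds, the replicate number as a block, and each library left out in turn. For the network they were other powers, gene numbers and libraries, and for the eigengene other scales. The main tests, the alternatives and the rule for named genes were set before the data were examined, except that Tables S1 and S3, which hold some of the same FPKM values, had been read. Other alternatives were added later and are named as such.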

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

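The tests on the left-out libraries and on the choice of CK libraries, and the counts of genes with opposite changes at 1h and 10d, were chosen after the result was seen, and the counts of other splits before.

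EVM0006776, a transcription factor gene, and EVM0000940 rose at 1h and were lower at 10d, while lipase and nitronate monooxygenase genes rose late. Direct comparisons between times showed how far this went. Between 10d and 1h, 538 genes differed, and between 10d and 5d 113 genes differed, each a difference between groups. The 538 were 205 higher and 333 lower at 10d, and quantile normalization gave 252 and 229. A group of 9 genes was higher than CK at 1h and lower than CK at 10d, and 2 genes, EVM0002392 and EVM0002510, had the opposite order. Quantile normalization gave 3 (EVM0003695, EVM0005603 and EVM0008980) and 6, so which order held more genes depended on the scaling. All 5 genes were named after their values were seen. With all 18 libraries, 10d differed from 1h in 478 genes and from 5d in 5, and other splits of the 6 libraries gave at most 0 genes in both cases. Against CK, the 18 libraries gave 167, 202, 229, 320 and 502 genes from 1h to 10d, with at most 1, 0, 5, 4 and 0 in the other splits. In each case 1 of the 10 splits, the real one, gave a count as large, and 10 splits are too few for a share under 0.05. The other splits mix libraries of both groups, so a difference between the groups widens their spread and lowers their counts. These low counts are therefore no measure of how many genes would be called without a difference.

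Many genes outside the paper's tables also changed. Of the 977 tested genes in neither Table S1 nor Table S3, 483 were called at 10d, 121 up and 362 down. Over all 1088 tested genes, 582 were called. The paper's own count of DEGs at 10d covers all genes, so such genes can be part of it. Among these genes outside the tables, quantile normalization called 173 up and 215 down.

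The GTPase genes EVM0009521 and EVM0012447, the sugar transporter gene EVM0012432 and the TauD gene EVM0008301 were called down at all times in kept libraries. All were low in CK-1, a library with no time of PSI that the paper left out of its DEG comparisons. All 17 down-regulated genes of Table S1 in the deposited table were lower in CK-1 than in both kept CK libraries. Of these, 13 were over 2-fold below the mean of the kept CK libraries, against 111 of all 1093 genes tested. The paper used CK-1 in its network of 18 libraries but not in its DEG comparisons. Picking genes for high values in the kept CK libraries could give such a picture. For 20 genes with a common fall against CK-2 alone, the median difference from CK-2 was -1.39 in CK-1 and -0.09 in CK-3. The difference of -1.3 (SE 0.16, bootstrap over genes) argues against high values particular to CK-2 as the whole cause. CK-2 and CK-3 had an r of 0.995, so a choice on what these libraries share cannot be tested this way. What made CK-1 low stays open, and no biological explanation was tested.

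The 4 left-out libraries CK-1, T-1h-3, T-1d-3 and T-5d-2 departed from their kept partners. A wrong label of CK-1, T-1h-3 or T-1d-3 is argued against, since each lay nearer to its own group than to any other, with a lowest ratio of the distances of 1.14 (bootstrap SE 0.052). T-5d-2 lay nearer to 10d, with a ratio of 0.77 (bootstrap SE 0.046), but its distance from 10d was 2.51 times the largest among the 10d libraries, so a wrong label could neither be shown nor excluded. Mixing of 10d RNA into CK-1 would give one share, but genes that fall gave 43.6% and genes that rise 18.7%, a difference of 24.8 percentage points (bootstrap SE 3.9), and depth would act one way, but 2 of these libraries had more clean reads than their partners and T-5d-2 fewer. The departures correlated over genes in all 6 pairs (r of at least 0.34), so a shared difference that the labels do not give, of culture or of handling, may be behind them and stays open.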

How the results depend on the processing

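The settings marked as added, the other thresholds for the common genes, the settings of gene significance and module membership, and for 10d against 1h or 5d all but the 18 libraries, the fit of 2 groups, the filter and the block, were tests chosen after the result was seen.

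No called fold change of a named gene changed sign, but the balance of up and down calls did. It went from 201 up and 381 down at 10d to 253 and 232 with quantile normalization and 314 and 303 with scaling by the paper's fold changes (added), from 155 and 243 at 5d to 180 and 179 and to 235 and 166, and from 205 and 333 for 10d against 1h to 252 and 229 with quantile normalization. Quantile normalization gives all libraries one distribution of values, so its near-even splits follow in part by construction. The common genes went from 5 up and 22 down to 5 and 3 with CK-1 alone (added). The rises of EVM0012859, EVM0003801 and EVM0005719 at 10d were called in every set of libraries, scaling and fit run. Of 132 fold changes of named genes, 107 were called. All 18 libraries ended 25 of these calls and added 1, quantile normalization ended 4 and added 1, CK-1 alone (added) ended 20 and added 1, T-5d-2 alone (added) ended 9 and added 2, and scaling by the paper's fold changes (added) ended 4 and added 4. Leaving out single libraries ended 11 of these calls in at least one case and added 2. The fit of only 2 groups and the fit without a filter ended 0.

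Thresholds moved the counts by construction. An adjusted p under 0.05 with no fold limit gave 640, 760, 706, 905 and 958 genes from 1h to 10d, 901 for 10d against 1h, 530 for 10d against 5d and 202 common genes. A test against a fold of 2 gave 62, 84, 122, 126 and 295, then 310, 23 and 5.

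With all 18 libraries, 10d against 5d fell from 113 to 5 genes, the common genes from 27 to 8, and the Table S1 genes called to 14 at 1h, 16 at 6h and 17 at 1d. With CK-1 alone (added) the common genes were 8 and the Table S1 genes at 1h 15, and with T-5d-2 alone (added) 10d against 5d gave 27. Quantile normalization gave 75 for 10d against 5d and a log2 fold change of EVM0011998 at 10d of 1.34, now called. Scaling by the paper's fold changes (added) gave 1.23 for it, also called, and called the 2 Hsp20 genes at 10d. Other causes were not tested.

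No pairing of the libraries by replicate number was found, but the test could miss one. It used deviations from the mean of all 3 libraries of a group. The departures of the left-out libraries, which carry different replicate numbers, therefore weigh on these correlations. Of 45 pairs with one number, 7 correlated over 0.1, and 1 of 18 libraries was closest to its own number. The replicate block gave 210, 253, 290, 418 and 581 genes from 1h to 10d and 534 for 10d against 1h. It ended 2 of the calls of named genes and added 3, and moved no count by 1.5 times. The block with all 18 libraries (added) gave 2 for 10d against 5d, 8 common genes, and 13 and 16 Table S1 genes at 1h and 6h.

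Leaving out 1 library of the 2 groups compared gave 182 to 219 genes at 1h, 235 to 258 at 6h and 269 to 294 at 1d. At 5d it gave 375 to 390 and at 10d 563 to 579. For 10d against 1h it gave 511 to 548, and for 10d against 5d 102 to 114. Common genes were 22 to 30 with any 1 of the 14 libraries left out. Table S1 genes were 24 to 27, 24 to 26, 23 to 28, 27 to 28 and 24 to 25 from 1h to 10d, and Table S3 genes at 10d 72 to 74. A group left with 1 library was assumed to vary like the others. The log2 fold changes at 10d were 1.71 to 1.80 for EVM0003801, 1.78 to 1.82 for EVM0005719, 0.85 to 0.95 for EVM0011998 and 1.70 to 1.79 for EVM0012859. At 10d, Hsp20 genes called were 0 to 1 (1 without T-10d-1) and genes without annotation 50 to 53. The other groups stayed at 2 GMC oxidoreductases, 2 GTPases, 5 transporters, 4 dioxygenases, 5 flavin oxidoreductases, 1 glycoside hydrolase, 4 lipases, 2 nitronate monooxygenases, 2 genes of the peroxisome pathway or for peroxisomal enzymes, 2 short-chain dehydrogenases and 2 transcription factors.

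On untransformed FPKM, the mean r with kept partners was 0.941 for CK-1, 0.825 for T-1d-3, 0.935 for T-1h-3 and 0.953 for T-5d-2. The eigengene r was 0.854 with ranks of the times, 0.873 with log2(hours + 1), 0.975 untransformed, 0.929 to 0.937 with 1 library of 10d, 0.163 from CK to 1d (added) and 0.970 in 5d and 10d (added). From CK to 1d the correlation itself was lost. In 5d and 10d the r stayed high, and 6 libraries cannot give a p under 0.1.

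Gene significance with ranks and with log2(hours + 1) was 0.743 and 0.751 for EVM0003801, 0.589 and 0.586 for EVM0005719, and 0.658 and 0.717 for EVM0011998. With 14 libraries it was 0.926 for EVM0012859 and 0.884 for EVM0011998. Module membership with 14 libraries was 0.961 for EVM0003801, 0.984 for EVM0012859 and 0.935 for EVM0005719. The network gave 1 module at a power of 6, 2 at 12 (highest absolute r 0.906), 3 with 500 genes (0.869), 3 with 14 libraries, and, at tree heights (added) of 0.95 and 0.9, 3 (0.908) and 4 (0.902). The cause was not tested.

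DESeq2 fits and library totals need counts and were not run. A larger number of network genes could not be tested, since only 550 passed. In the simulation, a true change of exactly 2-fold at 10d was called for 40% of genes. Such a change lies on the fold threshold itself, which alone leaves many of these genes uncalled. The 40% therefore does not measure how often changes over the threshold are missed.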

Differences from the paper's values

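The scaling by the paper's fold changes and the settings of module membership are tests chosen after the result was seen. The paper's counts cover all genes and these the 1100 genes of the deposited table, at the paper's thresholds except where another is named.

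The paper gives 424 DEGs at 6h against 247 here, and no alternative set before the data were examined came within 1.5 times. At 10d the paper gives 1073 against 582, and only an adjusted p under 0.05 with no fold limit, a looser threshold, came near (958). For DEGs up, the paper gives 294 at 6h against 151, 306 at 5d against 155, and 481 at 10d against 201. Again only that looser threshold came near, with 405, 400 and 396. At 1d the paper gives 176 up against 93, and of the alternatives set before the data only quantile normalization came near (121). For DEGs down at 10d, the paper gives 592 against 381, and a pseudocount of 0.1 (421) and the looser threshold (562) came near. The paper has 17 genes up at all 5 times, and only 11 of them are in the deposited table. Here 5 genes were up at all times. Of such alternatives, quantile normalization gave the most, 10, which is not within 1.5 times of 17.

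Over the 28 Table S1 genes in the deposited table, the paper's log2 fold changes have the same sign as these at each time, 28 of 28. They are higher by a median of 0.06, 0.19, 0.16, 0.22 and 0.31 from 1h to 10d. At 10d the paper gives 2.82 for EVM0000539 against 2.49, 2.40 for EVM0000788 against 2.07, 2.55 for EVM0003260 against 2.22, and 2.11 for EVM0003801 against 1.76. It gives 2.13 for EVM0005719 against 1.80, 1.58 for EVM0006859 against 1.23, 1.87 for EVM0008017 against 1.53, 1.27 for EVM0011998 against 0.90, and 2.07 for EVM0012859 against 1.74. Of the alternatives set before the data were examined, the replicate block came within the error for EVM0000539 (2.60), quantile normalization for EVM0011998 (1.34) and all 18 libraries for EVM0012859 (1.99). CK-1 added alone to the 14 libraries, and the block with all 18, both chosen after seeing the values, gave 1.99 for it too. The others did not, and for the other 6 genes none did. A scaling of each treated group by the median offset from the paper's fold changes, chosen after seeing the values and built from the paper's own numbers, gave 2.83, 2.41, 2.56, 2.10, 2.14, 1.57, 1.87, 1.23 and 2.08 in the same order. It gave 286 DEGs at 6h, and 220, 124 and 235 up at 6h, 1d and 5d, within 1.5 times of the paper's, and 13 common genes up. At 10d it gave 617 DEGs, 314 up and 303 down, which were not within 1.5 times. Of the 28 Table S1 genes it left uncalled 1 at 1h, 2 at 6h, 1 at 1d and 0 at 5d and 10d.

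For module membership of EVM0011998, the paper gives 0.89968 against 0.850. Settings chosen after seeing the values, 14 libraries (0.874) and untransformed FPKM (0.881), came within the error. A pseudocount of 0.1 (0.847) did not. Membership calls no genes, so none was dropped. On untransformed FPKM of all 18 libraries, gene significance of EVM0003801, EVM0012859, EVM0005719 and EVM0011998 was 0.912, 0.887, 0.912 and 0.812. Rounded, the paper's values are the same, while 14 libraries on the log2 scale gave 0.931, 0.926, 0.906 and 0.884. For these genes the paper's values therefore match untransformed FPKM of 18 libraries. The eigengene here covers 83 Table S3 genes and not the whole module, so membership can still differ.

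By qRT-PCR the paper shows a fold at 10d of about 8.3 for EVM0012859 in Fig. 4, read by eye, against an RNA-seq fold of 3.34 here. It shows about 8.1 for EVM0003801 against 3.39, and no alternative set before the data came near for either. For EVM0011998 it shows about 3.6 against 1.87, and only quantile normalization came near (2.54). For EVM0005719 it shows about 2.2 against 3.48, and all 18 libraries (2.85) and quantile normalization (2.38) came near and the others did not. The directions were the same for all 4 genes.

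The paper calls all Table S3 genes at 10d, and here 75 of the 83 in the deposited table were called, all in the paper's direction. The 8 others, EVM0011998, the Hsp20 genes EVM0001099 and EVM0006992, EVM0005918, EVM0006761, EVM0010008, EVM0010606 and 1 new gene, all but EVM0011998 named after their values were seen, rose by less than 2-fold on the log2(FPKM + 1) scale. On the FPKM scale EVM0010008 rose 2.01-fold, EVM0010606 2.13-fold and the new gene 2.49-fold. Of these 8, quantile normalization called all but the Hsp20 genes, a pseudocount of 0.1 called EVM0010606 and the new gene, and all 18 libraries called EVM0010606. Leaving out single libraries called EVM0001099, EVM0010606 or the new gene. Of the settings chosen after seeing the values, CK-1 added alone and the block with all 18 libraries called EVM0010606, and scaling by the paper's fold changes called all but EVM0005918 and EVM0006761, which made 81 of the 83. Of the Table S1 genes, 7 of 11 were called up at 10d, and that scaling called 11.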

Other observations

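The tests on the left-out libraries were chosen after the result was seen, and the values below were picked after they were seen.

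EVM0002741 encodes a protein of the AtuA family, which in bacteria takes part in the breakdown of acyclic terpenes, and pine resin is rich in terpenes. It is outside the rule for named genes. Its FPKM was 38.8 ± 1.57 (SD, n = 2) in CK, 25.9 ± 4.73 (SD, n = 2) at 1h, 193 ± 6.37 (SD, n = 2) at 5d and 195 ± 24.4 (SD, n = 3) at 10d. The log2 fold change was 2.28 at 5d (SE 0.20, limma adjusted p = 3.72e-07) and 2.29 at 10d (SE 0.18, limma adjusted p = 7.21e-08). With all 18 libraries it was 2.70 at 10d (SE 0.57) and called, and 1.71 at 5d (SE 0.57, limma adjusted p = 0.0157) and not called, and T-5d-2 was at 24.1. EVM0007103, a flavin-binding monooxygenase gene, peaked at 5d. It was at 225 ± 2.76 (SD, n = 2) in CK, 1333 ± 35.3 (SD, n = 2) at 5d, 513 ± 40.1 (SD, n = 3) at 10d and 497 in T-5d-2.

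T-5d-2 did not lie between the groups in one way. It was near CK for the nitronate monooxygenase genes and below CK for EVM0002741. For the transporter gene EVM0009679 it was at 23.9, between CK at 12.8 ± 1.51 (SD, n = 2) and the kept 5d libraries at 87.9 ± 1.23 (SD, n = 2). For EVM0000788 it was at 757 against 294 ± 21.5 (SD, n = 2), above the 10d libraries, and for the catalase gene EVM0011998 at 40.6 against 23.2 ± 0.453 (SD, n = 2). The departures of the 4 left-out libraries from their kept partners correlated over genes in 6 of 6 pairs (r of at least 0.34). The departures of CK-1, T-1h-3, T-1d-3 and T-5d-2 correlated with the difference of 10d from 5d at 0.63, 0.60, 0.40 and 0.68. T-5d-2 shares the kept 5d libraries with that difference, which by itself raises its r. With the difference of 10d from 6h the r was lower, at 0.38, 0.26, 0.20 and 0.17. The tests given above argued against some causes, and what made these libraries depart stays open.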
